A study of Mus musculus with 4 samples. Its data were reported in "RIF1 regulates early replication timing in murine B cells" (2023).

How the data were processed

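Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on primary mouse splenic B cells, activated in culture with lipopolysaccharide (LPS, 5 µg/ml) and interleukin 4 (IL-4, 5 ng/ml) and taken 72 h later. The labels place 4 samples in 2 groups. Rif1FH cells (2 samples) carry a FLAG-HA tag on the replication timing factor RIF1, and Rif1WT cells (2 samples) carry the untagged protein and served as the negative control. The extraction protocol describes precipitation with an anti-HA antibody of chromatin sheared to 200 to 600 bp. The antibody label names instead a magnetic bead reagent against CD43, which is used to isolate resting B cells, and the protocol was followed here.

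As the study describes its methods, the authors trimmed reads with trim_galore and aligned them with bowtie to mouse genome build mm9, keeping uniquely aligned reads. Narrow and broad peaks were called per replicate with MACS2, and RIF1-associated domains (RADs), which are broad regions of lower enrichment, were called with EDD. The authors then merged both kinds with bedtools and kept what was called in both Rif1FH replicates. Unique alignment leaves out repeated sequence, so that no peak can be listed there, and requiring a call in both replicates removes peaks near the detection limit. The calling threshold, any list of excluded regions and the use of the untagged samples in calling were not stated.

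The deposited file was 1 list of intervals with 3 columns, the chromosome, start and end, which hold positions and no score, height or p-value. The authors combined both Rif1FH replicates in this list, and it carries no value per sample. Read depth per sample is therefore unknown, the spread between replicates could not be computed, and no comparison of Rif1FH with Rif1WT was made. Confidence intervals cover the spread along the genome or counting error only. Coordinates are given from 1 on build mm9 (NCBIM37), with genes from the GENCODE annotation of that build (37310 genes, of which 22380 are protein-coding, and 95495 transcripts). Intervals were used as listed, and 1 interval on chromosome 4 that ran 9880 bp past the end of the reference chromosome was kept.

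The list did not name the kind of each interval. After the widths were seen, intervals were split at 50 kb into narrow intervals, called peaks here, and wide intervals, taken to be RADs. No interval lay near this width, as the widest peak was 14.8 kb and the narrowest wide interval 90 kb. The tests had been fixed before the data were examined for a list of peaks only, and were applied to the peaks. The whole list was used as an added alternative.

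A peak was assigned to a transcription start site (TSS) if it overlapped by at least 1 bp a window of 1 kb on each side of the 5′ end of any transcript. Such windows took up 4.15% of the sequence without N. Remaining peaks were assigned to a gene body if they overlapped a gene, and otherwise called intergenic. These shares were compared with 1000 circular shifts of all peaks within each chromosome, which keep the spacing of the peaks, and GC content was compared in the same way. Clustering was compared with 1000 random placements of the peaks between the first and last peak of each chromosome. Density was compared between chromosomes by 10000 permutations of 5 Mb blocks, with the density of a chromosome taken over the span from its first to its last peak. Shifts and random placements are permutations of positions, and their p-values are empirical. The smallest p-value these tests can give is 0.002 for shifts and placements and 0.0001 for block permutations. All tests were two-sided except that across autosomes, whose statistic covers any departure. Benjamini-Hochberg adjustment was made over the 9 planned tests. Confidence intervals of 95% came from 1000 bootstrap resamples of 5 Mb blocks, or from Wilson's method for simple shares. Those of the median widths of peaks and of wide intervals came instead from binomial ranks of the sorted widths. These ranks treat the intervals of the list as independent.

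Further comparisons were chosen after the data were seen. These were the position of peaks around isolated TSSs (exact binomial test), the width of peaks at TSSs (1000 circular shifts), the correlation of peak and gene density over autosomes (100000 permutations) and gene and peak density in and beside wide intervals (1000 circular shifts). The width difference was first tested by permuting class labels among peaks, which ignores that wider intervals meet more windows, and this was replaced by the shifts. A coding gene was isolated if no TSS of another gene lay within 5 kb. Adjustment was made over the 4 correlations and, separately, over the other 4 added tests.

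The planned tests of density, clustering and TSS overlap were tested on simulated data of 16043 peaks. Each called 0 of 20 simulated sets without an effect and 20 of 20 with one. Peaks in the sets without an effect were placed independently, whereas the listed peaks were clustered. The rate of false calls among clustered peaks was therefore not tested. For clustering, only the variance to mean ratio was tested, and its sets with an effect kept only the peaks of alternate 1 Mb stretches. Where 20% of peaks had been placed at TSSs beyond chance, the mean share recovered was 19.95%. This share was computed against the same simulated set before placement. It therefore checks the counting of overlaps and says nothing of the comparison with shifts. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1.

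Alternatives fixed before the data were examined were peaks at or above the median width as a stricter set (in the absence of a score), merging of peaks under 1 kb apart, blocks of 1 and 10 Mb, windows of 100 kb and 5 Mb, base pairs covered in place of peaks, chromosome length from the reference, autosomes only, TSS windows of 0.1 and 5 kb, peak midpoints, protein-coding genes only and uniform random placement. Alternatives added after the data were seen were the whole list, gene 5′ ends only, placement on sequence without N, density and shifts outside wide intervals, class shares among peaks away from TSSs, genes with a single start region, peaks under 1 kb wide, and other flanks or subsets of wide intervals.

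The loci named were set by a rule fixed beforehand, namely the 3 widest peaks, the 3 windows of 1 Mb with the most peaks, the autosomes of highest and lowest density, the 3 genes with the most peaks, and 9 preset B cell genes, of which 1 is not reported here. The widest wide intervals and a window on the X chromosome were chosen after their values were seen. For wide intervals and windows, genes are given by number. Replication timing, transcription and accessibility were not analysed here.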

Results

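RIF1 occupancy was measured by ChIP-seq in activated primary mouse B cells, with 2 samples of cells carrying HA-tagged RIF1 (Rif1FH) and 2 of untagged control cells (Rif1WT). The analysed list holds the intervals that the authors kept from both Rif1FH replicates, as positions only. The number of reads behind an interval, and the background in Rif1WT cells, are therefore not given with the values. There are no replicate values, and the intervals printed here describe the spread along the genome or counting error.

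To ask in what form RIF1 was bound, the widths of the intervals were examined first. The list held 16332 intervals with no overlaps between neighbours, and their widths fell into separate groups. Narrow intervals (peaks) numbered 16043, or 98.2% of the list (95% Wilson confidence interval 98.0 to 98.4%). The median peak was 1365 bp wide (95% interval from ranked widths 1349 to 1378 bp), with quartiles of 916 and 1979 bp and a range from 286 to 14827 bp. Wide intervals, taken to be RADs, numbered 289, with a median width of 576 kb (540000 to 630000 bp) and a range from 90 to 4842 kb. The peaks covered 25.3 Mb, which is 0.988% of the sequence without N. The wide intervals, although few, covered 222 Mb or 8.70%, which was 8.80 times as much. Merging peaks and wide intervals into a single list moved the covered length most, to 248 Mb.

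**Figure D1:**
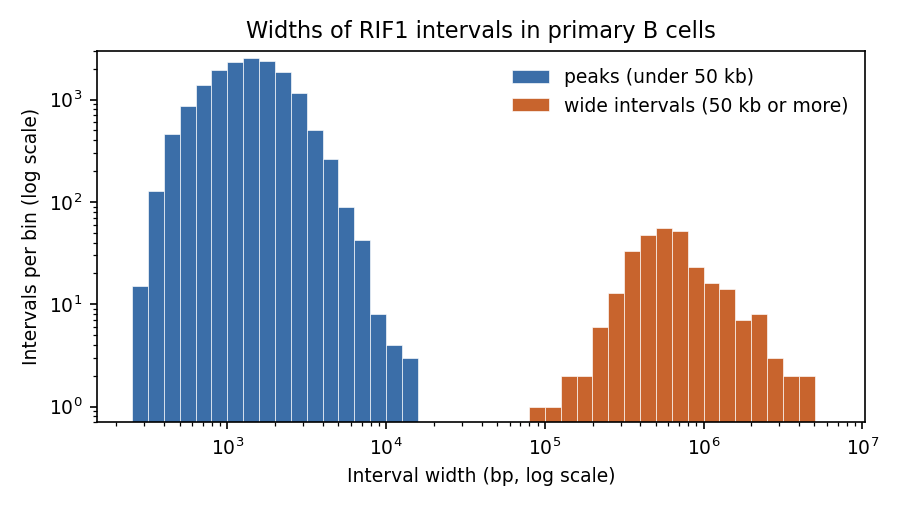
Number of listed intervals per width bin, with width in bp and number both on log scales; blue bars are peaks under 50 kb and orange bars wide intervals. The widest peak was 14.8 kb and the narrowest wide interval 90 kb, with none between.

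The 3 widest peaks included a pair on chromosome 11. The widest (3536588 to 3551414, 14827 bp) overlapped Morc2a and the lincRNA gene Tug1, with its midpoint in an exon. The second (88950133 to 88963363, 13231 bp) overlapped Gm525 but no TSS window, and its midpoint lay outside genes. The third, on chromosome 19 (23206490 to 23219091, 12602 bp), overlapped a TSS window and the genes Klf9 and 2410080I02Rik, with its midpoint outside genes. Of the wide intervals, the widest lay on chromosome 17 (31626001 to 36468000) and held 212 coding genes.

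It was then asked whether RIF1 peaks were spread over all chromosomes. All 19 autosomes had peaks, 15635 in total. The density was highest on chromosome 19, at 10.2 peaks per Mb, and lowest on chromosome 3, at 5.35 peaks per Mb, a ratio of 1.91. Chromosome 14 was close to the lowest, at 5.36 peaks per Mb. Per Mb of sequence without N it was the lowest, at 5.11 against 5.28 on chromosome 3. The mean over autosomes was 6.65 ± 1.22 peaks per Mb (SD, n = 19 chromosomes). Differences between autosomes made up 6.29% of the variance of peaks per 5 Mb block, against 3.83% on average when the 470 blocks were permuted (permutation p = 0.0385, adjusted p = 0.0385). This difference was small and did not hold under every setting. The share grows with block size, so each is read against its own permutations. With 1 Mb blocks, which moved the comparison most, it was 2.24% against 0.758% (permutation p = 0.0002), and with the stricter set of wider peaks it was 5.88% against 3.85% (permutation p = 0.0669).

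The X chromosome had 408 peaks, or 2.55 per Mb, the lowest of the 20 chromosomes with peaks. This was 3.36 SDs under the mean of the autosomes and 0.477 times the density of the lowest autosome. Blocks of 5 Mb held 12 ± 11.2 peaks on X (SD, n = 31 blocks) and 32.5 ± 20.3 peaks on autosomes (SD, n = 470 blocks). The ratio of 0.369 (95% bootstrap interval 0.254 to 0.491) had a permutation p of 0.0001, the smallest the permutations can give (adjusted p = 0.0009). The stricter set of wider peaks moved this ratio most, to 0.285. The Y chromosome had 0 peaks in 2.70 Mb of sequence, which allows up to 1.11 peaks per Mb if peaks fall independently over all of it. Peaks were clustered, as described below, and no peak is listed in wide intervals, so the true limit is higher. Wide intervals were distributed differently, as 285 lay on autosomes, 0 on X and 4 on Y. They took up 9.27% of the autosomal sequence and 25.8% of the Y sequence without N.

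**Figure D2:**
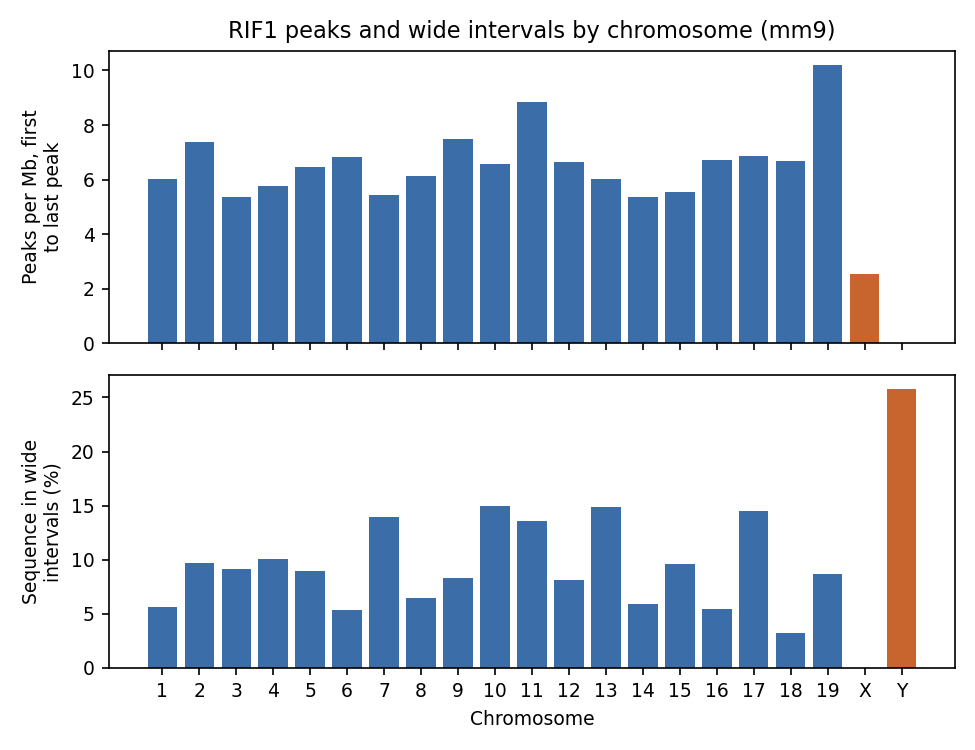
Peaks per Mb between the first and last peak (upper bars) and percentage of the sequence without N in wide intervals (lower bars) for each mouse chromosome, with sex chromosomes in orange. X had 2.55 peaks per Mb and 0 wide intervals, whereas Y had 0 peaks and 25.8% of its sequence in wide intervals.

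Autosomes with more coding genes per Mb tended to have more peaks per Mb (Pearson's r = 0.480, permutation p = 0.0354, adjusted p = 0.0472, n = 19), although the rank correlation did not pass the threshold (Spearman's rho = 0.379, permutation p = 0.110, adjusted p = 0.110). Without chromosomes 7 and 11, the farthest from the median gene density, r was 0.651 and rho 0.488. Since the study defined peaks as lying outside RADs, densities were also taken outside wide intervals, where r was 0.666 (adjusted permutation p = 0.00684) and rho 0.539 (adjusted permutation p = 0.0387). All adjusted values are over these 4 relations. Over the pair of correlations without that restriction alone, the adjusted p of r was 0.0707, so whether it passes the threshold depends on the relations adjusted together.

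Next, the spacing of peaks along chromosomes was compared with random placement. Of 2547 windows of 1 Mb, 24.7% held no peak, against 0.675% on average after random placement (range 0.236 to 1.22%). The variance of peaks per window was 7.29 times the mean, against 1.30 times (1.18 to 1.39). The median gap between neighbouring peaks was 37.1 kb, against 105 kb (102 to 108 kb). Each difference lay beyond all 1000 placements (permutation of positions, p = 0.002, the smallest they can give, adjusted p = 0.0022). Gaps under 10 kb made up 24.4% of the 16023 gaps, and 538 gaps (3.36%) exceeded 1 Mb. The share of empty windows depended most on window size, and with 100 kb windows it was 69.4% against 53.9% after random placement. Wide intervals, in which no peak is listed, account for some of the empty sequence.

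The windows with the most peaks lay on chromosome 17 (46077284 to 47077283, 39 peaks, 38 coding gene TSSs), chromosome 9 (108000213 to 109000212, 33 peaks, 41 coding gene TSSs) and chromosome 19 (32282086 to 33282085, 33 peaks, 6 coding gene TSSs). The mean was 6.25 peaks per window and the median 4.

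To locate RIF1 relative to genes, peaks were assigned to TSSs, gene bodies or intergenic sequence. Of the 16043 peaks, 7801 (48.6%, 95% bootstrap interval 47.2 to 50.0%) overlapped a TSS window, against 7.07% of circularly shifted peaks (range 6.21 to 9.12%), a ratio of 6.88. A further 3667 peaks (22.9%, 21.9 to 23.8%) overlapped a gene body only, against 37.6% of shifted peaks (34.8 to 40.1%). Intergenic peaks numbered 4575 (28.5%, 27.2 to 29.8%), against 55.3% of shifted peaks (52.7 to 58.5%). The 3 shares differed from those of every shift (circular permutation p = 0.002, the smallest possible, adjusted p = 0.0022), but they sum to all peaks, so that an excess at TSSs lowers the others. Among the 8242 peaks away from TSSs, the gene body share was 44.5% (95% bootstrap interval 42.8 to 46.3%), which was higher than the 40.5% of shifted peaks (range 37.3 to 43.2%, circular permutation p = 0.002). The intergenic share of these peaks was 55.5%, lower than the 59.5% after shifting. TSSs and gene bodies together took 71.5% of peaks (70.3 to 72.8%). The ratio at TSSs depended most on the size of the window. Windows of 0.1 kb gave 43.1% against 3.77% of shifted peaks, a ratio of 11.4, and windows of 5 kb gave 58.6% against 18.8%, a ratio of 3.12. Among peaks that overlapped a gene body only, 90.4% had their midpoint in an intron and 8.43% in an exon.

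**Figure D3:**
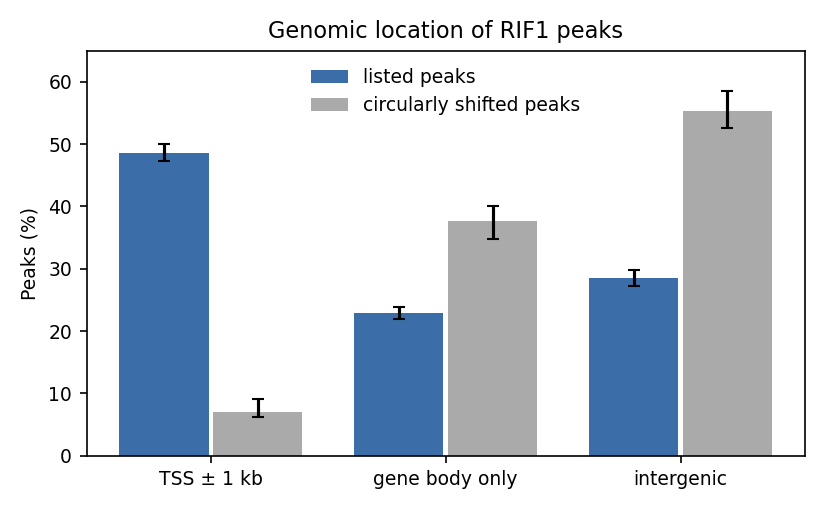
Percentage of peaks at TSSs (within 1 kb), in gene bodies only and in intergenic sequence, for listed peaks (blue, bars of 95% block bootstrap intervals) and circularly shifted peaks (grey, bars from the lowest to the highest of 1000 shifts). Listed peaks reached 48.6% at TSSs against 7.07% after shifting.

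Seen from the genes, 6896 of 21418 autosomal coding genes (32.2%, 95% Wilson interval 31.6 to 32.8%) had a peak at a TSS, and 229 of 932 on X (24.6%, 21.9 to 27.4%). The autosomal share includes genes in wide intervals, where no peak is listed, whereas X had 0 wide intervals. The shares therefore do not compare autosomes with X on equal terms. Peaks at TSSs were wider than others, with medians of 1550 and 1186 bp. A wider interval meets a TSS window more often, and shifted peaks at TSSs were also wider than the rest, by 181 bp on average and at most 294 bp. The listed difference of 364 bp (95% bootstrap interval 336 to 393 bp) exceeded that of every shift (circular permutation p = 0.002, the smallest possible, adjusted p = 0.002), but it did not hold under every setting. In the stricter set, which is itself chosen on width, it was 45 bp against 120 bp after shifting (circular permutation p = 0.072).

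The position of peaks around the TSS was examined at isolated coding genes, of which 4465 of 15542 (28.7%) had a peak. The midpoint lay upstream of the TSS in 1937 genes (43.4%, 95% bootstrap interval 41.9 to 44.9%) and downstream in 2522 (exact binomial p = 1.99e-18, adjusted p = 7.96e-18). The median midpoint was 57 bp downstream (45 to 70 bp), with quartiles at -225 and 335 bp. The shift was thus small against the spread and against the width of the peaks. Among peaks under 1 kb wide, the upstream share of 47.7% (44.3 to 51.1%) was not distinguishable from an even split (exact binomial p = 0.188).

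**Figure D4:**
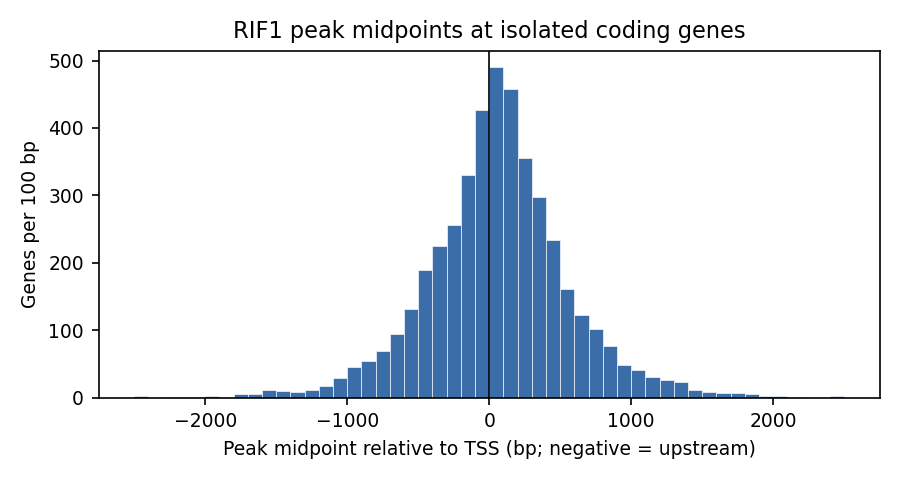
Number of isolated coding genes per 100 bp bin of the distance in bp from the TSS to the midpoint of its peak, with negative values upstream. The median lay 57 bp downstream and 43.4% of genes had the midpoint upstream.

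The median GC content of peaks was 50.3% (95% bootstrap interval 50.1 to 50.6%), which was 8.67 percentage points above that of shifted peaks (41.6%, range 41.3 to 42.1%, circular permutation p = 0.002, the smallest possible, adjusted p = 0.0022). The stricter set of wider peaks moved the comparison most, to 50.7% against 41.6% in shifted peaks. Peaks at TSSs had a median GC content of 54.4% and intergenic peaks of 47.0%.

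Wide intervals lay in gene-dense sequence. The 285 on autosomes held 22.3 coding genes per Mb, against 9.45 after circular shifts (range 7.30 to 12.9), a ratio of 2.36 (circular permutation p = 0.002, the smallest possible, adjusted p = 0.002). A TSS was present in 286 of 289 (99%), which says little at these widths, since 93.4% of shifted autosomal intervals also held a TSS. The flanking 500 kb held 8.92 peaks per Mb, against 7.26 beside shifted intervals (range 5.83 to 8.39, ratio 1.23, circular permutation p = 0.002, adjusted p = 0.002). With flanks of 200 kb, which moved this most, the flanks held 8.65 peaks per Mb (circular permutation p = 0.01).

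Of the reported B cell genes chosen before the data were examined, 3 had a peak over the gene and at its 5′ end. These were Pax5 (ENSMUSG00000014030.9, chromosome 4, 44544017 to 44724318) with 5 peaks, and Cd79b (ENSMUSG00000040592.5, chromosome 11, 106172655 to 106176076) and Myc (ENSMUSG00000022346.8, chromosome 15, 61816946 to 61821929) with 1 peak each. Bcl6, Cd83, Pim1 and Ighm had no peak but overlapped a wide interval. Mir142 had neither, and the midpoint of the nearest peak was 5.10 kb away. The genes with the most peaks were Gm20388 (ENSMUSG00000092329.1, chromosome 8, 122434741 to 126869622) with 56, Fgfr2 (ENSMUSG00000030849.10, chromosome 7, 137305965 to 140315033) with 42 and Arfip1 (ENSMUSG00000074513.3, chromosome 3, 84300015 to 85691438) with 17. Their annotated spans of 4435, 3009 and 1391 kb enclosed 72, 31 and 5 other coding genes. Of their peaks, 33, 19 and 4 lay at TSSs of other genes, so these numbers cannot be read as binding to the named gene alone.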

Values the study reported

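In primary B cells, the study counted 16,043 RIF1 peaks and 289 RADs. It put the share of B cell binding sites that took the form of peaks at 98.8%. The same counts in the analysed list give a slightly lower share, stated in the results above. About 70% of the primary B cell peaks were described as lying over TSSs or gene bodies.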

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

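Of the reported results, 17 were recomputed under other settings, making 92 comparisons. The others, among them the share of coding genes with a peak at a TSS, the number of wide intervals on X and Y and most values under other observations, were not. Exceptions, not counted in the 92, are the fit for wide intervals on X and the GC-matched test of TSS overlap. Each of these was also run in another form. Of the 14 results with a test, 75 of 83 comparisons kept their direction and side of the threshold, 5 became weaker and 3 reversed. For the 3 without a test, the number of peaks and the covered length were taken as kept within 1.5 times the main value, and the median width within its 95% confidence interval (1349 to 1378 bp). By these limits, which differ in strictness, 5 of their comparisons moved.

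A reversed result was the share of peaks in gene bodies only. It lay under that of shifted peaks over all peaks, but over peaks away from TSSs it was 44.5% against 40.5% after shifting (circular permutation p = 0.002). The shares over all peaks sum to the whole, so the excess at TSSs by construction lowers the gene body share. The intergenic share stayed lower, at 55.5% against 59.5%. The width difference between peaks at TSSs and others also reversed against its shifts, in neither case past the threshold. It was 45 bp against 120 bp (circular permutation p = 0.072) for peaks at or above the median width, a set chosen on width, and 398 bp against 457 bp (p = 0.152) for the whole list. After merging it was 419 bp against 216 bp (circular permutation p = 0.002).

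The difference in density between autosomes passed the threshold under some settings only. The between-autosome share was 5.88% (permutation p = 0.0669) for peaks at or above the median width, 6.08% (p = 0.0532) after merging peaks under 1 kb apart, 12% (against 7.90% when permuted, p = 0.0655) with 10 Mb blocks and 6.00% (p = 0.0544) for base pairs covered. It passed the threshold with 1 Mb blocks (permutation p = 0.0002), reference lengths (p = 0.0284), the whole list (p = 0.0395) and density outside wide intervals (p = 0.0091). The p-values thus ranged from 0.0002 to 0.0669, and the cause was not tested. Blocks of 1 Mb treat neighbouring peaks as more independent than they are.

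The share of isolated genes with the peak upstream of the TSS was 47.7% (exact binomial p = 0.188) for peaks under 1 kb wide, found at 876 genes. Under the other alternatives it ran from 42.4 to 44.7%, with p-values from 3.57e-24 to 5.12e-06. The cause was not tested.

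Values without a test moved by construction. The set at or above the median width held 8025 peaks with a median of 1979 bp. The median was 1420 bp after merging and 1381.5 bp for the whole list, which covered 248 Mb.

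The low density on X ran from 0.285 to 0.388 times that of autosomes over its 7 alternatives, each with the smallest p. The TSS share ran from 43.1% with windows of 0.1 kb to 58.7% for the wider peaks, always above its shifts. Its ratio to the shifts ran from 3.12 with windows of 5 kb to 11.4 with windows of 0.1 kb.

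No paired analysis was possible because the list holds no values per sample, although the groups share replicate numbers. For the same reason, fits leaving out a replicate were not run, and no score was present to set a stricter threshold. Depth is unknown, so a locus without a peak is only one without a listed peak.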

Other observations

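The tests of copy number and of animal sex below, and the second fit for wide intervals on X, were chosen only after the result was seen. The design of the GC-matched test of TSS overlap, and the criterion for the assembly gap test, were also revised after a first run, as described with each. Apart from a search for motifs able to form G-quadruplexes and the use of gene density for X, no biological explanation was tested. The list holds a single group.

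GC content was weighed as an explanation for peaks at TSSs, as promoters are GC-rich and ChIP-seq can favour such sequence. For each peak, windows of the same chromosome, width and GC content were drawn 100 times. Of the 14672 peaks with a window within 1 percentage point, 44.9% lay at a TSS, against 20.3% of matched windows (range of the 100 draws 19.7 to 20.8%). This argues against GC content as the whole cause, although matching raised the share well above the 7.07% of shifted peaks. For 8.55% of peaks no window was close enough. In a first version, windows over listed intervals were excluded, which removed promoters with peaks and gave a lower matched share. The revised version is the less favourable to an excess at TSSs. Open chromatin and transcription remain untested here.

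Sequences able to form G-quadruplexes, with 4 runs of at least 3 guanines separated by loops of 1 to 7 bases, were searched in peaks. Away from TSSs, 24% of 8242 peaks held such a motif, fewer than the 29.9% of GC-matched windows (range of 100 draws 29.0 to 30.9%). GC content alone would give equal shares. The result is negative for an excess of these motifs in RIF1 peaks beyond GC content. Unique alignment excludes G-rich repeats from peaks but not from the windows, and this was not tested.

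The shortage of peaks on X was accounted for only in part by its genes and GC content. From coding genes and GC content per block, fitted on autosomal blocks that lay mostly outside wide intervals, the observed number was 0.568 of that expected. Without such a fit, the ratio of X to autosomes outside wide intervals was 0.331. Each autosome, predicted from the others, lay between 0.688 (chromosome 7) and 1.33. Of the X peaks, 6.86% lay in 1 window of 1 Mb (10747175 to 11747174, 28 peaks, 4 at TSSs) that contains Bcor, a window chosen after its value was seen. Fewer copies of X in males, an inactive X in females and lower mappability remain open for the peaks. A difference in sex between ChIP and control libraries also remains open. The sex of the animals behind each sample was not used here.

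The absence of wide intervals on X went beyond its low number of peaks. From peaks per block, 10.0 wide intervals were expected on X and 0 were listed. This fit used 453 autosomal blocks mostly outside wide intervals, which hold 245 of the 285 autosomal wide intervals, and the ratio of observed to expected on the autosomes ran from 0.544 to 1.57. As that restriction selects on the outcome, the fit was repeated on 500 blocks holding 284 of them. It gave 11.9 expected on X and autosome ratios of at least 0.478. A low copy number as such would also apply to Y, yet 4 wide intervals took up 25.8% of its sequence. This would argue against copy number as a sufficient cause only if ChIP and control libraries came from animals of the same sex. The study states that male and female mice were used without distinction. Whether the libraries matched in sex is therefore not known, and the share on Y cannot decide the question. Whether the sex of the animals differed between ChIP and control libraries cannot be told apart from other causes. The share on Y was 2.78 times that of the autosomes, neither most of Y nor the autosomal level, and only 2.70 Mb of Y sequence was present in the build.

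Peaks were somewhat more frequent beside gaps in the assembly, where collapsed repeats may gather reads. Within 10 kb of the 538 gaps lay 64 peaks, against 39.7 after circular shifts (range 18 to 70, circular permutation p = 0.016). The count lay inside the range of the shifts. An initial criterion, that it exceed every shift, was replaced by the p-value, as the prediction had not required more, and under the initial criterion the excess would not have counted. These peaks made up 0.399% of all, and 18 of them lay at TSSs, so they have little weight in the other results.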
